# miRNA-7062-5p Promoting Bone Resorption After Bone Metastasis of Colorectal Cancer Through Inhibiting GPR65

**DOI:** 10.3389/fcell.2021.681968

**Published:** 2021-08-17

**Authors:** Liang Chen, Yu Wang, Xingchen Lu, Lili Zhang, Ziming Wang

**Keywords:** miRNA-7062-5p, GPR65, colorectal cancer, bone metastasis, osteoclast

## Abstract

Bone metastasis is positively associated with a poor prognosis in patients with colorectal cancer (CRC). CRC always leads to osteolytic change, which is regulated by aberrant activation of osteoclasts. MicroRNAs are remarkedly involved in metastasis of CRC; however, their role in bone metastasis of CRC is still unclear. The aim of this study is to find key microRNAs that are critical to bone resorption in bone metastasis of CRC. In this study, bone metastasis model was established through intratibially injecting CT-26 cells or MC-38 cells. Tartrate-resistant acid phosphatase (TRAP) staining was performed to explore the osteoclastogenesis of primary early osteoclast precursors (OCPs) after stimulation by CT-26 conditioned medium (CM). Then, microarray assay was performed to find differentially expressed miRNAs and mRNAs. The target gene of miRNA was confirmed by dual-luciferase analysis. The effect of miRNA, its target gene on osteoclastogenesis, and involved pathways were explored by Western blot, immunofluorescence analysis, and TRAP staining. Finally, the effect of miRNA on bone resorption *in vivo* was observed. miRNA-7062-5p was upregulated in early OCPs cultured in CT-26 CM or MC-38 CM. GPR65 was proven to be the target gene of miRNA-7062-5p. Overexpression of GPR65 can rescue the osteoclastogenesis caused by miRNA-7062-5p through activation of AMPK pathway. Local injection of miRNA-7062-5p inhibitors efficiently improved the bone resorption. Our study found the role of miRNA-7062-5p in regulating osteoclast formation, and our findings provided a potential therapeutic target in treatment of bone metastasis of CRC.

## Introduction

Although the incidence of bone metastasis from colorectal cancer (CRC) is relatively rare in clinic, the prognosis is pessimistic. Patients with CRC presenting with bone metastasis are often younger and have a poor prognosis; 5-year survival rate was only 5.7% (Kawamura et al., 2018). Moreover, the treatment is insufficient, partly because the underlying mechanism of bone metastasis of CRC is still clearly unexplored.

In bone microenvironment, the balance between osteoblasts and osteoclasts maintains the homeostasis of bone remodeling. CRC is a kind of osteolytic tumors. For these types of tumors, aberrant activation of osteoclasts promotes the bone resorption and pathologic fractures (Clohisy et al., 1996; Li et al., 2019b). Osteoclasts derive from monocytes/macrophage lineage. RANKL determines monocytes/macrophages to commit to osteoclast precursors (OCPs) (Liang et al., 2019). In tumor microenvironment, cancer cells can directly promote the osteoclastogenesis of OCPs through RANKL-dependent or independent ways (Liang et al., 2019). However, little is known on how the osteoclasts or its precursors change in CRC microenvironment.

MicroRNAs remarkedly participate in the progression and metastasis of CRC and are important regulators for osteoclastogenesis. Some microRNAs, such as miRNA-802, miRNA-875-3p, miRNA-574, miRNA-708, miRNA-206, and miRNA-27b, can attenuate the progression of CRC, whereas miRNA-503 facilitates the tumor growth (Ye et al., 2013; Park et al., 2018; Li et al., 2019a, 2020b; Sun et al., 2019; Zhang et al., 2020). In addition, miRNAs can also be used to predict the prognosis of CRC. It was also reported that miRNA-483, miRNA-218, miRNA-199a-5p, miRNA-133a, and miRNA-340 can regulate the osteoclast formation (Zhao et al., 2017; Guo et al., 2018, 2019; Li et al., 2018, 2020a). Considering the importance of miRNAs in both tumor progression and osteoclastogenesis, it is worthy to know the function of miRNAs in bone metastasis of CRC.

In this study, we identified that miRNA-7062-5p was treated by condional medium collected from CRC and promoted the osteoclastogenesis through targeting GPR65. Downregulating miRNA-7062-5p efficiently attenuated the progression of bone destruction caused by CRC.

## Materials and Methods

### Animals

All procedures involving mice and experimental protocols were approved by the Institutional Animal Care and Use Committee of Daping Hospital at Army Medical University. C57BL/6 or BALB/c mice for all experiments were 6–8 weeks of age. CT-26 and MC-38 cells are two commonly used CRC cell lines. Thus, for bone metastasis studies, 500,000 CT-26 or MC-38 cells were resuspended in phosphate-buffered saline (PBS) and injected into tibias of mice after anesthetization. Antagomir-7062-5p or scrambled controls dissolved in PBS (10 μg/50 μL) were injected intravenously every 3 days for continuous 3 weeks. At specific timepoints, mice were killed, and the hindlimbs were removed and fixed in 4% paraformaldehyde for histochemical staining or tartrate-resistant acid phosphatase (TRAP) staining. Five to 10 mice were used per group.

### Histological Analysis

Tibias were dissected and fixed for 48 h. Then, the samples were decalcified by daily change of 15% tetrasodium EDTA for 3 weeks and embedded in paraffin. For safranin O and fast green staining, samples were cleared twice in xylene and were rehydrated by passage through an ethanol series following by immersion in PBS. The samples were then stained in 0.1% safranin O solution for 3 min and washed in PBS three times. Next, the samples were immersed in 0.1% fast green solution for 10 s and separated in 1% acetum. The samples were then observed and captured. The TRAP staining was performed according to the manufacturers’ instructions (BestBio Biotechnology, Beijing, China). For immunofluorescence analysis, early OCPs were seeded on coverslips and transfected by miRNAs. Then, the samples were fixed in 4% paraformaldehyde for 15 min in 4°C. After paraformaldehyde was discarded, the samples were washed in PBS and incubated in blocking buffer containing 10% donkey serum and 5% bovine serum albumin for 1 h in 37°C. Then, primary antibody was incubated overnight in 4°C. Secondary antibody was added after the samples were washed in PBS followed by staining with Hoechst 33342 (1:1,000) for 30 min. Primary antibody used was anti-GPR65 at 1:200 (Biorbyt, Cambridgeshire, United Kingdom). Secondary antibody was donkey anti-rabbit conjugated with Cy3 at 1:200 (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, United States).

### Primary Early OCP Isolation and Culture

Bone marrows were rinsed out from marrow cavity of tibias and femurs by sterilized PBS. The cell suspension was collected and centrifuged at 500 *g* for 5 min. After discarding the supernatant, erythrocytes were removed. The cells were stained using CD115 antibody conjugated with APC and RANKL antibody conjugated with PE (Biolegend, San Diego, CA, United States) for 1 h in 4°C. Then, the primary early OCPs labeled as CD115-positive and RANKL-negative were sorted out by FACS.

Isolated early OCPs were cultured in Dulbecco modified eagle medium (DMEM) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 U/mL streptomycin (Gibco, Thermo Fisher Scientific, Waltham, MA, United States) and macrophage colony-stimulating factor (M-CSF) (50 ng/mL) (Biolegend, San Diego, CA, United States). For osteoclastogenic induction, early OCPs were stimulated by M-CSF (50 ng/mL) and RANKL (50 ng/mL) for at least 4–6 days. In some experiments, early OCPs under osteoclastogenic induction were cultured with conditioned medium (CM) from CT-26 for 4 days.

### Transient Transfection

Agomir-7062-5p, antagomir-7062-5p and their scrambled controls, siRNA pool, and pcDNA3.1 (+) plasmid containing GPR65 were synthesized by GenePharma, Co. (Shanghai, China). Transfection was performed using Lipofectamine RNAiMax Reagent (Invitrogen, Thermo Fisher Scientific). The siRNA sequence for AMPKα: 5′- CUAUGAAUGGAAGGUUGUA-3′, 5′-UACAACCUUCCAUUCAUA-3′.

### Luciferase Reporter Assay

293T cells were seeded into 6-well plates. Cells were transfected with pGL3-GPR65 3′ UTR and pRL-TK (Promega, Madison, WI, United States) Renilla luciferase plasmid, as well as wild-type (wt) or mutant (mut) mir-7062-5p or controls using Lipofectamine RNAiMax Reagent following the manufacturer’s instructions. Luciferase assays were conducted using the dual-luciferase reporter assay system (Promega). The values of luminescent signals from firefly luciferase construct were normalized by Renilla luciferase assay.

### Quantitative Real-Time Polymerase Chain Reaction

The total RNA was extracted from cells using TRIzol reagent (Invitrogen, Thermo Fisher Scientific). First-strand complementary DNA was reversed from 1 mg of total RNA using PrimeScript RT reagent Kit (TakaraBio, Tokyo, Japan) according to the manufacturer’s instructions. The stem-loop reverse transcriptase–polymerase chain reaction (RT-PCR) was used for quantification of miRNA-7062-5p. Quantitative real-time PCR was performed using an SYBR Green Premix Ex TaqTMII Kit (TakaraBio, Tokyo, Japan). GAPDH and U6 were used as normalization controls for mRNA and miRNA, respectively. The sequences of the primers are shown as follows: GAPDH (forward: 5′-TGGATTTGGACGCATTGGTC-3′ and reverse: 5′-TTTGCACTGGTACGTGTTGAT-3′), cathepsin K (forward: 5′-CTGGCTGGGGTTATGTCTCAA-3′, and reverse: 5′-GGCTACGTCCTTACACACGAG-3′), MMP-2 (forward: 5′- TGACTTTCTTGGATCGGGTCG-3′, and reverse: 5′-AAGCA CCACATCAGATGACTG-3′), MMP-9 (forward: 5′-TGTACCG CTATGGTTACACTCG-3′, and reverse: 5′-GGCAGGGACAG TTGCTTCT-3′).

### Western Blot

The cells were lysed with RIPA buffer containing protease inhibitors (Beyotime, Shanghai, China). Total proteins were collected and subjected to sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes. The membranes were blocked and incubated with primary antibodies. After being washed, the membranes were then incubated with horseradish peroxidase–linked secondary antibodies. The antibodies used were as follows: GPR65 (1:1,000, Biorbyt), JNK (1:2,000; Santa Cruz, Dallas, TX, United States), phosphorylation JNK (1:2,000; Santa Cruz), AMPKα (Abcam, Cambridge, MA, United States), phosphorylation AMPKα(), GAPDH (Abcam), goat anti-rabbit immunoglobulin G (1:5,000; Abcam).

### Microarray Assay

Total RNA was extracted from early OCPs. MiRNAs were isolated and labeled using biotin and detected with Ambion WT Expression Kit. MiRNA and mRNA microarray assays were completed by CNKINGBIO (Beijing, China). The miRNA 4.0 and Clariom D were used for microarray assay. The data sources of non-coding RNA were from Luo et al. (2013). The signal intensity of each spot was calculated by the program R (2.12.1). Spots that passed the criteria were normalized by the invariant set normalization method. Normalized spot intensities were transformed to gene expression log2 ratios between the control group and treatment group using the pairwise *t*-test. The spots with a | log2 ratio| ≥ 0.585 and a *p* < 0.05 were selected for analysis.

### Statistical Analysis

All data are representative of at least three experiments of similar results performed in triplicate unless otherwise indicated. Data are expressed as mean ± SD. One-way analysis of variance was used to determine the significance of difference between results, with ^∗^*p* < 0.05 being regarded as significant.

## Results

### Secreta Derived From CRC Cells Induce Osteoclastogenesis

Few studies focused on the bone metastasis of CRC and the onset of osteolysis. For establishing bone metastasis model in mice, we intratibially injected Balb/c mice with CT-26 CRC cell line. First, early OCPs labeled with CD115-positive and RANK-negative were isolated through FACS (so-called early OCPs). Approximately 4.5% of early OCPs can be sorted out from bone marrow in normal mice (Figure 1A). As expected, during osteoclastogenic induction treated with RANKL and M-CSF for 6 days, early OCPs formed TRAP-positive multinuclear giant cells. Notably, TRAP-staining results suggested higher TRAP activity and more osteoclast number were identified in OCPs after indirect coculture with CT-26 cells (Figures 1B,C). In addition, relative TRAP activity assay confirmed that TRAP activity increased after indirectly coculturing with CT-26 cells (Figure 1D). Consistently, the mRNA levels of osteoclastogenic markers, MMP-2, MMP-9, and cathepsin K, were significantly upregulated in OCPs stimulated with CT-26 CM (Figures 1E–G). These data suggested secreta from CRC cells induce osteoclastogenesis of OCPs.

**FIGURE 1:**
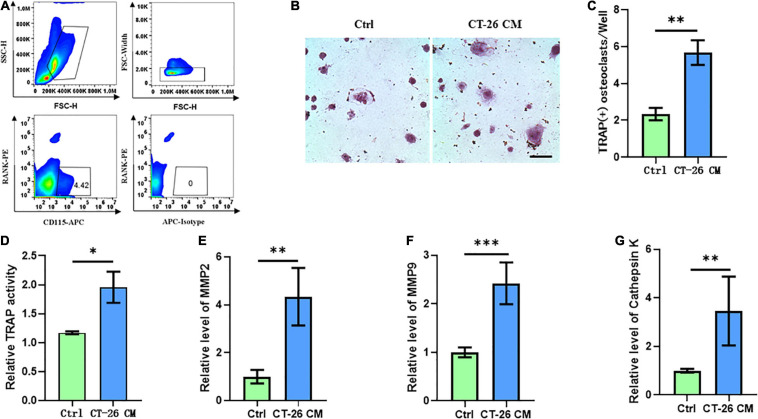
Conditioned medium collected from CRC cell line, CT-26, promotes early osteoclast precursors to differentiate into osteoclasts. **(A)** Gating strategy for sorting out early osteoclast precursors. **(B)** Representative images of TRAP staining demonstrating osteoclast formation of early OCPs under stimulation of CT-26 CM or DMEM (scale bar = 250 μm). **(C)** Quantification of the number of TRAP-positive osteoclasts per well in **(B)**. **(D)** Quantification of relative TRAP activity per well in **(B)**. **(E–G)** The relative expression of osteoclastogenic biomarkers, MMP2, MMP9, and cathepsin K, was determined by real-time PCR. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

### miRNA-7062-5p Promotes Osteoclastogenesis of Early OCPs

To assess microRNAs involved in CRC cell–induced osteoclastogenesis, OCPs stimulated with CT-26 CM plus RANKL and M-CSF were collected. 

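RNA signals were analysed from 1 array of early OCPs treated with CT-26 CM, mixed 1 to 1 with DMEM, and 1 array of early OCPs in normal culture medium, here called DMEM. Early OCPs are bone marrow cells that carry CD115, the receptor for M-CSF, and can form osteoclasts. CT-26 is a mouse CRC cell line. The cells came from BALB/c mice. For osteoclastogenic induction the methods give 50 ng/mL of M-CSF and 50 ng/mL of RANKL, and for some experiments 4 days in CT-26 CM. The methods name miRNA 4.0 and Clariom D arrays, and the paper's text does not name which of these gave Figure 2A. It does not name the time in CM behind the arrays, nor whether the DMEM array also had RANKL. With 1 array per condition there were no replicates, so the differences carry no error and no p-value, and the number of arrays limits their precision.
The deposited table holds 266 features with a log2 signal on each array. A feature is a transcript cluster and not a mature arm. The 5p and 3p arms of a microRNA are thus not told apart, from each other or from a longer transcript that holds them. Of the features, 164 carried 1 gene symbol, 2 carried several and 100 were unnamed here. The named ones were mainly small non-coding RNAs. There were 60 microRNA features, 45 features of 5S ribosomal RNA and its predicted copies, 7 of the U3 RNA that guides ribosomal RNA processing, and 31 of other small nucleolar RNAs. No named feature carried the symbol Gpr65, and its level was not analysed here. CT-26 CM gave the higher signal at 93 features and DMEM at 173. All 45 5S features, which hold 13 distinct pairs of values, and all 7 U3 features, which hold 3, were higher in CT-26 CM. After quantile normalization 14 of the 5S features were higher by at least 0.585, and after loess 12. The 31 of them at identical values moved below this limit together. These 31 hold the highest CT-26 CM signal in the table to which both scalings were fitted, so the counts do not test the rise. Both small Cajal body RNAs, Scarna9 and Scarna10, were lower, and under loess their differences were -0.75 and -0.06.
The methods state that signals were computed in R, normalized by the invariant set method and compared at an absolute log2 ratio of at least 0.585 and a p-value limit. The submitters' processing notes name Affymetrix Expression Console. From the deposited values only the log2 difference, CT-26 CM minus DMEM, was computed, without further scaling. Its smallest absolute value in the table was 1.01, so the table holds features selected for their difference and none that stayed alike, and the limit of 0.585 removed none. Centring each array on its median within this selected table moved the median difference by 0.84 and gave 93 features higher and 45 lower by at least 0.585. Loess of the difference on the mean signal moved it by 1.20 and gave 60 higher and 53 lower. Each scaling was fitted to this selected table, where most features were lower, so none can show which differences hold.

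**Figure D1:**
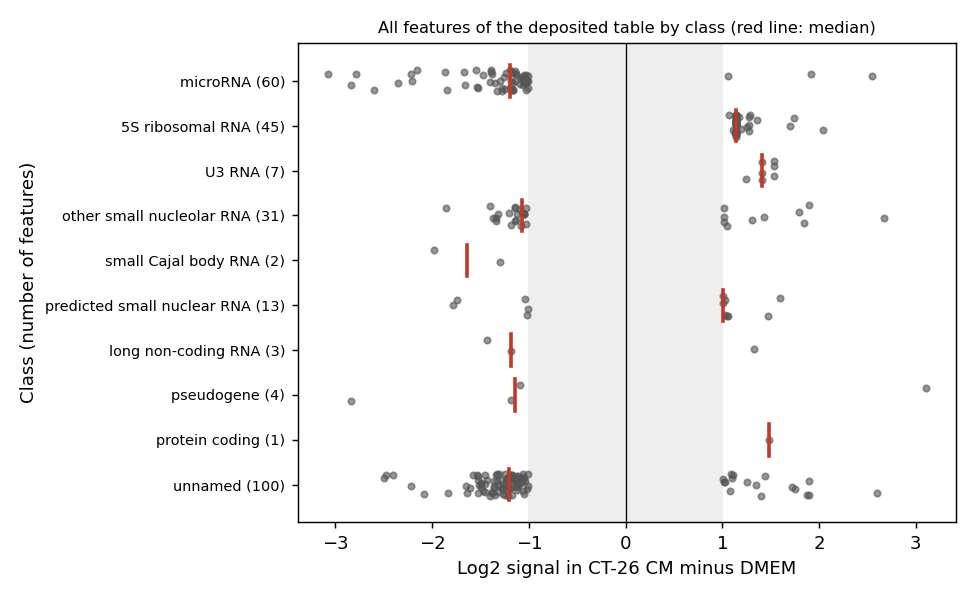
Log2 signal in CT-26 CM minus DMEM (x axis) for the 266 features of the deposited table by class (y axis, with the number of features). Each point is 1 feature, the red line is the class median and the grey band spans differences under 1, where the table holds no feature. The 5S ribosomal RNA features, 31 of them at identical values, and the U3 features all lie right of 0. Of the 60 microRNA features 57 lie left of it, against 33 under loess, which was fitted to this selected table and cannot show which falls hold.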

Microarray assays revealed that 60 miRNAs were differently expressed during differentiation. Among them, miRNA-7062-5p was the most obviously increased miRNA in CT-26 CM–treated OCPs (Figure 2A). 

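Of the 60 features that carried a microRNA name, 57 were lower in CT-26 CM than in DMEM and 3 were higher. Under loess 33 were below 0 and 27 above it, but a fit to this selected table cannot show which of the lower features fell. The lowest relative to DMEM was Mir6983, which lies within the span of Csf1r, the gene of CD115, in the GRCm38.p6 annotation. Its log2 signal was 9.42 in DMEM and 6.34 in CT-26 CM, a difference of -3.08. Mir7043, within Rassf4, was at 9.19 and 6.35, and Mir7086, within the interleukin-10 receptor gene Il10ra, at 9.04 and 6.25. Mir5618, within Tmem123, was dim, at 6.44 and 3.84, and its difference of -2.60 was -1.76 with a pseudocount of 16 on the linear signal. Scaling made these differences smaller, and under loess they were -1.84, -1.60, -1.55 and -1.38 in the order named. For a microRNA within another gene, its signal cannot be told here from that of the transcript of the gene around it.
The Mir297, Mir466, Mir467 and Mir669 families, many of whose members lie together in the gene Sfmbt2, made up 26 of the 57 lower features and none of the higher ones, with 11 of the 26 above 0 under loess. Places in Sfmbt2 were taken from the gene symbols, and where each feature lies was not checked. The identifiers of the 26 features point to several chromosomes, so not all of them can lie there. Mir466f-1, Mir466f-3, Mir669b and Mir669m-2 each had 2 features whose identifiers point to different chromosomes. The only features of Mir466o and Mir669h point to chromosomes other than that of Mir466d, although all these symbols are placed in Sfmbt2. One of the 2 features of Mir466f-1 was at 13.98 in DMEM and 11.76 in CT-26 CM. The other was at 13.76 and 12.73, a difference of -1.03 that was -0.19 under centring and -0.57 under loess. Mir467e was at 9.80 and 7.93, a difference of -1.87 that was -0.63 under loess. The families were grouped by symbol and no sequences were compared. Their members are related, so their features were not taken as independent, although the 26 features hold 26 distinct pairs of values. The neighbouring Mirlet7c-1 and Mir99a had log2 differences of -2.35 and -2.21, which were -1.13 and -1.0 under loess and -1.60 and -1.34 with a pseudocount of 16. Both were dim, Mirlet7c-1 at 6.32 in DMEM and 3.97 in CT-26 CM and Mir99a at 5.77 and 3.56. Mir221, a microRNA linked to proliferation, had a difference of -2.16, which was -0.92 under loess. The following were chosen after their values were seen. Mir125b-2, from the same cluster as Mir99a, had a difference of -1.39, which was -0.55 under centring, -0.56 under quantile normalization and -0.17 under loess. Mir222, the neighbour of Mir221, had one of -1.01, which was -0.17, -0.33 and 0.20 in the same order. These 2 were dim too, Mir125b-2 at 5.85 in DMEM and 4.46 in CT-26 CM and Mir222 at 4.99 and 3.98. With a pseudocount of 16 their differences were -0.95 and -0.59. Mir146, a brake on inflammatory signalling in macrophages, had a difference of -1.67, which was -0.43 under loess.
These are differences between 2 single arrays, and 42 of the 57 lower features differed by less than 1.5 log2 units. Centring each array on its median left 16 microRNA features lower and 3 higher by at least 0.585, quantile normalization left 28 and 3, and loess left 15 and 3.

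**Figure D2:**
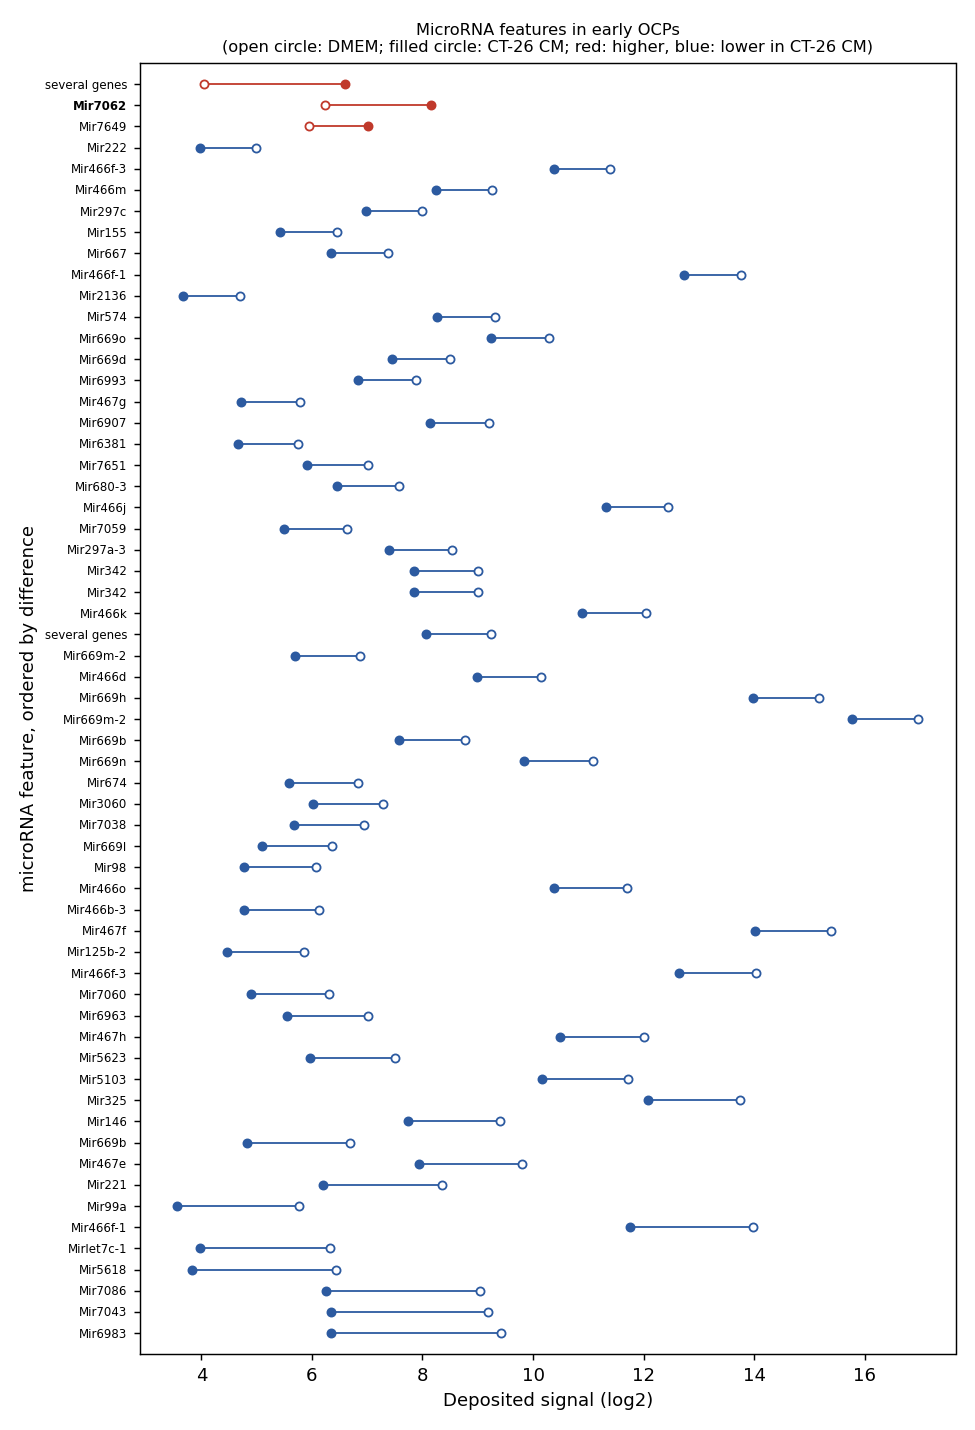
Deposited log2 signal (x axis) of the 60 microRNA features (y axis), ordered by the difference between the arrays. Open circles are the DMEM array and filled circles the CT-26 CM array, joined by a red line where CT-26 CM was higher and a blue one where it was lower, and the 2 features marked several genes carry several gene symbols. The 3 red lines stand above 57 blue ones, and Mir7062 runs from 6.23 to 8.15. Of the 57 differences 33 are below 0 under loess, which was fitted to the selected table and cannot show which falls hold.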

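The feature of Mir7062, the gene from which miRNA-7062-5p is made, had a log2 signal of 6.23 in DMEM and 8.15 in CT-26 CM. The difference was 1.92 on the log2 scale, 3.78-fold higher in CT-26 CM. This was the largest positive difference among the 58 features that carry 1 microRNA symbol. The only other one of these that was higher in CT-26 CM was Mir7649, at 5.95 in DMEM and 7.01 in CT-26 CM. One further feature, annotated to a microRNA together with a small nucleolar RNA and a long non-coding RNA, had a larger difference of 2.55, from 4.04 to 6.59. In absolute size Mir7062 ranked 10 among the 60 microRNA features, since 8 lower ones differed by more, Mir6983 the most. In the GRCm38.p6 annotation Mir7062 lies within the span of Adam8, which encodes a metalloprotease of osteoclasts and other myeloid cells. Signal of the microRNA cannot be told here from signal of the Adam8 transcript. With 1 array per condition no test was possible. The difference was 1.72 with a pseudocount of 16 on the linear signal and 3.16 after loess. The paper states that miRNA-7062-5p was the most increased miRNA and followed it further by RT-PCR.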

To explore whether miRNA-7062-5p participates in CRC-induced osteoclastogenesis, CM was collected from two CRC cell lines, CT-26 and MC-38 cells, respectively. RT-PCR demonstrated the expression of miRNA-7062-5p upregulated in OCPs after stimulation with both CT-26 CM and MC-38 CM (Figure 2B). Notably, the level of miRNA-7062-5p in primary OCPs increased over time after injection of CT-26 or MC-38 cells intratibially (Figure 2C). These data indicated miRNA-7062-5p positively correlated with osteoclastogenesis and can be induced by secreta derived from CRC cells. To further assess whether miRNA-7062-5p plays a role in regulating osteoclastogenesis in tumor microenvironment, primary OCPs were treated with agomir-7062-5p or antagomir-7062-5p and then stimulated in CT-26 CM, as well as RANKL and M-CSF. TRAP staining and relative TRAP activity results indicated the number of osteoclasts, and TRAP activity significantly increased in the agomir-7062-5p–treated group and decreased in the antagomir-7062-5p–treated group (Figures 2D–F), demonstrating that miRNA-7062-5p directly promoted osteoclastogenesis of OCPs.

**FIGURE 2:**
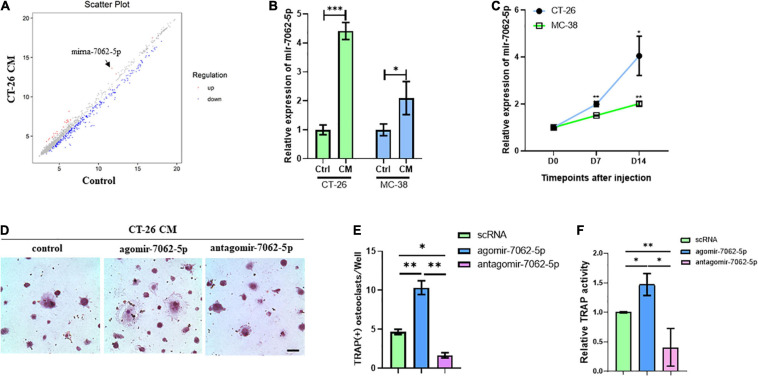
The expression of miRNA-7062-5P upregulates during osteoclastogenesis induced by CT-26 CM and promotes osteoclast formation. **(A)** Scatter plots for microarray assay demonstrated differentially expressed miRNAs in early OCPs treated with CT-26 CM or DMEM. **(B)** The change folders of miRNA-7062-5p level in early OCPs after treatment by CT-26 CM or MC-38 CM compared with the control group. **(C)** The change of miRNA-7062-5p expression in sorted early OCPs at specific timepoints after injection of CT-26 cells or MC-38 cells into tibias. **(D)** Representative images of TRAP staining demonstrating osteoclastogenesis after early OCPs stimulated by RANKL and M-CSF in the presence of CT-26 CM after transfection with controls, agomir-7062-5p, or antagomir-7062-5p (scale bar = 250 μm). **(E)** Quantification of the number of TRAP positive osteoclasts per well in **(D)**. **(F)** Quantification of relative TRAP activity per well in **(D)**. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

### MiRNA-7062-5p Directly Targets GPR65

To understand the underlying mechanism in miRNA-7062-5p–activated osteoclastogenesis, transcriptomic profiling was analyzed in OCPs treated with CT-26 CM. We detected the differentially expressed genes related to osteoclastogenesis. Interestingly, our results showed the mRNA level of GPR65 downregulated approximately 25 folders (Figure 3A). As it was reported GPR65 negatively regulated osteoclastic activity in osteoporosis (Hikiji et al., 2014), it implied that GPR65 may play an important role in CRC-induced osteoclastogenesis. We next explored whether miRNA-7062-5p can target GPR65. Notably, online analysis tool (TargetScan^1^) predicted that GPR65 could be one potential target gene of miRNA-7062-5p (Figure 3B). Notably, the luciferase activity of 293T cells that were transfected wt 3′ UTR of GPR65 was remarkedly reduced by miRNA-7062-5p, whereas the luciferase activity in group transfection with the mutated-type (mut) 3′ UTR of GPR65 was not affected by miRNA-7062-5p (Figure 3C). In addition, up-regulation of miRNA-7062-5p significantly reduced the protein expression of GPR65 in OCPs; the immunofluorescence signals remarkedly reduced in the miRNA-7062-5p–treated group (Figures 3D,E). Together, these data indicated that GPR65 is the target gene of miRNA-7062-5p. Moreover, overexpression of miRNA-7062-5p can efficiently reduce the protein expression of GPR65 in OCPs.

**FIGURE 3:**
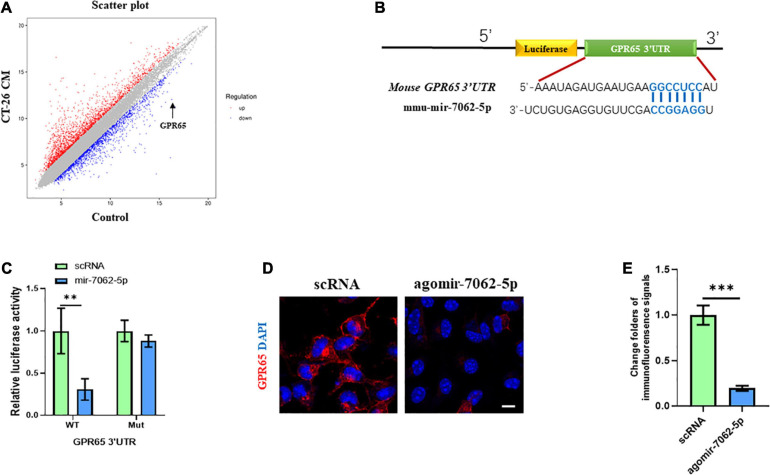
GPR65 is the target gene of miRNA-7062-5p. **(A)** Scatter plots for microarray assay demonstrated differentially expressed mRNAs in early OCPs treated with CT-26 CM or DMEM. **(B)** The complementary sequences of miRNA-7062-5p were discovered in 3′ UTR of GPR65 mRNA using TargetScan. **(C)** Dual-luciferase analysis showed miRNA-70652-5p inversely regulated the luciferase activity of plasmids containing wild-type 3′ UTR of GPR65. **(D)** Immunofluorescence analysis revealed the protein expression of GPR65 in early OPCs after overexpression of miRNA-7062-5p (scale bar = 50 μm). **(E)** Quantification of immunofluorescence intensity in **(D)**. ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

### miRNA-7062-5p Regulates Osteoclastogenesis of OCPs Dependent on GPR65

We demonstrated that GPR65 is the target gene of miRNA-7062-5p, and then we performed rescue experiments to further assess that GPR65 is essential to miRNA-7062-5p–mediated osteoclastogenesis of OCPs. As expected, the protein level of GPR65 downregulated in OCPs after transfection with agomir-7062-5p, whereas the expression of GPR65 was rescued after cotransfection with cDNA3.1(+) containing GPR65 in both normal and CT-26 CM–treated early OCPs (Figures 4A,B). Then, the differentiation of OCPs was investigated. TRAP staining showed that overexpression of GPR65 can decrease the increased number of osteoclasts that were promoted by miRNA-7062-5p transfection in the presence of CT-26 CM (Figures 4C,D). Meanwhile, relative TRAP activity supported the results in TRAP staining; the relative activity was enhanced in agomir-7062-5p–treated group and returned to the level in the control group after overexpression of GPR65 (Figure 4E).

**FIGURE 4:**
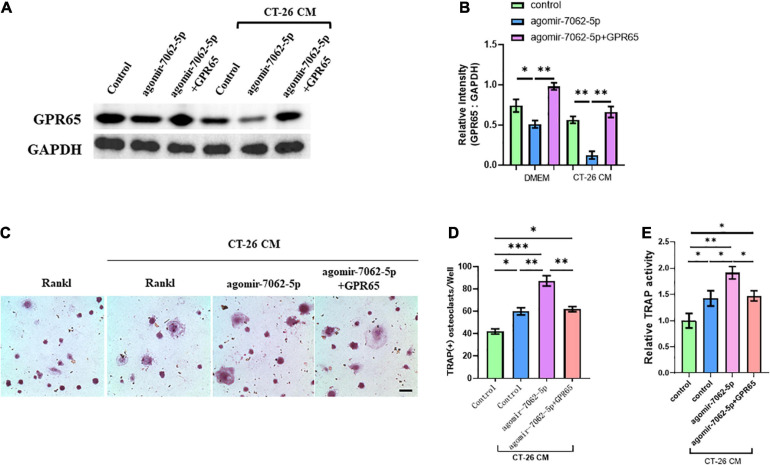
Overexpression of GPR65 reverses the effect of miRNA-7062-5p in early OCPs. **(A)** Western blot analysis demonstrated the protein level of GPR65 in early OCPs after transfection with agomir-7062-5p alone or combination with plasmids containing GPR65 in the presence of CT-26 CM or in normal culture. **(B)** Quantification of relative intensity in **(A)**. **(C)** Representative images of TRAP staining demonstrating osteoclast formation of early OCPs induced by RANKL and M-CSF after transfection with agomir-7062-5p alone or combination with plasmids containing GPR65 in the presence of CT-26 CM (scale bar = 250 μm). **(D)** Quantification of the number of osteoclasts per well in **(C)**. **(E)** Quantification of relative TRAP activity per well in **(C)**. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

Then, we further proved that miRNA-7062-5p inhibition attenuated osteoclast formation, and this process was dependent on regulating GPR65. OCPs were treated with antagomir-7062-5p or cotreated with siRNA targeting GPR65 in normal medium or CT-26 CM. Western blots showed the protein level of GPR65 in OCPs significantly upregulated after treatment with antagomir-7062-5p, whereas this upregulation can be prevented when cotransfected with siGPR65 (Figures 5A,B). TRAP staining showed miRNA-7062-5p inhibition can decrease the number of osteoclasts, whereas the number was rescued through inhibiting expression of GPR65 in the presence of CT-26 CM (Figures 5C,D). Furthermore, relative TRAP activity demonstrated that TRAP activity was downregulated in antagomir-7062-5p–treated group and recovered after cotransfection with siGPR65 (Figure 5E). These data proved that miRNA-7062-5p stimulated osteoclastogenesis of OCPs through targeting GPR65 in the presence of CT-26 CM.

**FIGURE 5:**
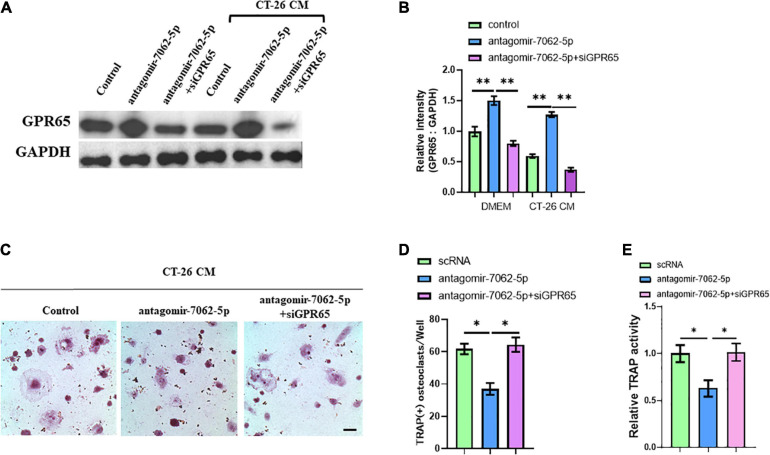
Downregulation of GPR65 reverses the effect caused by inhibiting miRNA-7062-5p. **(A)** Western blot analysis demonstrated the protein level of GPR65 in early OCPs after transfection with antagomir-7062-5p alone or combination with GPR65 siRNA in the presence of CT-26 CM or in normal culture. **(B)** Quantification of relative intensity in **(A)**. **(C)** Representative images of TRAP staining demonstrating osteoclast formation of early OCPs induced by RANKL and M-CSF after transfection with antagomir-7062-5p alone or combination with GPR65 siRNA in the presence of CT-26 CM (scale bar = 250 μm). **(D)** Quantification of the number of osteoclasts per well in **(C)**. **(E)** Quantification of relative TRAP activity per well in **(C)**. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

### GPR65/AMPKα Signaling Inhibited Osteoclastogenesis of OCPs Through Preventing Activation of the JNK Pathway

It has been demonstrated that GPR65 was associated with the increased level of cAMP, which can activate AMPK pathway. Interestingly, AMPK pathway may inhibit the activation of the JNK pathway, which is one of the most important pathways involved in osteoclastogenesis. We first detected the protein levels of the JNK pathway and AMPK pathway in CT-26 CM–treated early OCPs compared with normal early OCPs. As expected, the activated JNK protein was upregulated, and the level of activated AMPKα protein was significantly downregulated in early OCPs stimulated by CT-26 CM (Figures 6A–C). To test whether GPR65 regulates AMPK and JNK pathways in OCPs, plasmid containing GPR65 was transfected into OCPs. Interestingly, the activation of AMPKα was significantly enhanced after overexpression of GPR65, and the activation of JNK was prevented, and when cotransfected with AMPKα siRNA, the activation of JNK recovered in early OCPs treated with CT-26 CM (Figures 6D–F). These results showed that GPR65 inhibited activation of JNK through activating phosphorylation of AMPKα in OCPs in CRC microenvironment. To assess whether GPR65 can mediate activation of AMPKα-regulated osteoclastogenic induction in CRC microenvironment, OCPs were induced into osteoclastogenic fate by stimulating with RANKL and M-CSF in the presence of CT-26 CM; meanwhile, plasmid containing GPR65 was transfected or cotransfected with AMPKα siRNA. TRAP staining showed the number of OCs was decreased in GPR65 overexpression group comparing with control group while the number increased after co-transfected with AMPKα siRNA (Figures 6G,H). Consistently, TRAP activity assay revealed overexpression of GPR65 significantly decreased the TRAP activity, but it can be rescued when co-transfected with AMPKα siRNA (Figure 6I). These results demonstrated that GPR65-AMPK pathway regulated the osteoclastogenesis of OCPs in CRC microenvironment.

**FIGURE 6:**
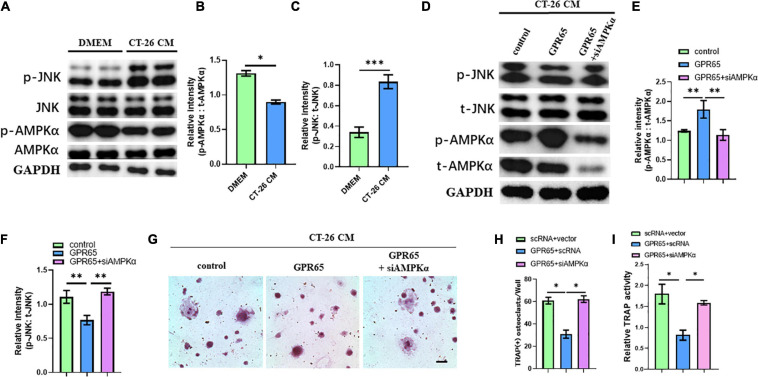
Overexpression of GPR65 stimulates activation of AMPK pathway. **(A)** Western blot analysis showed protein level of activated AMPK and activated JNK compared with their own total proteins in early OCPs cultured in DMEM or CT-26 CM, respectively. **(B)** Quantification of relative intensity of phosphorylation of AMPKα compared with total AMPKαin **(A)**. **(C)** Quantification of relative intensity of phosphorylation of JNK compared with total JNK in **(A)**. **(D)** Western blot analysis showed protein level of activated AMPK and activated JNK compared with their own total proteins in early OCPs after transfection with plasmid containing GPR65 with/without AMPKα siRNA in the presence of CT-26 CM. **(E)** Quantification of relative intensity of phosphorylation of AMPKα compared with total AMPKαin **(D)**. **(F)** Quantification of relative intensity of phosphorylation of JNK compared with total JNK in **(D)**. **(G)** Representative images of TRAP staining demonstrating osteoclast formation of early OCPs induced by RANKL and M-CSF after transfection with plasmids containing GPR65 alone or combination with AMPKα siRNA in the presence of CT-26 CM (scale bar = 250 μm). **(H)** Quantification of relative TRAP activity per well in **(G)**. **(I)** Quantification of the number of osteoclasts per well in **(G)**. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

### Inhibition of miRNA-7062-5p Attenuates Bone Resorption Through Regulating GPR65/AMPK Pathway

To detect whether anti–miRNA-7062-5p can inhibit osteoclastogenesis *in vivo*, antagomir-7062-5p was administered into tibias after injection of CT-26 cells, and the early OCPs were sorted out. Western blot revealed the activated JNK was inhibited, and the phosphorylated AMPKα was upregulated after treatment with antagomir-7062-5p (Figures 7A–C). Then, we tested whether inhibition of miRNA-7062-5p can prevent bone loss in the bone metastatic model of CRC *in vivo*. Notably, injection of antagomir-7062-5p significantly reduced number of OCs *in vivo* and restored trabecular area (Figures 7D–F). In addition, micro–computed tomography showed that the trabecular area was highly preserved after treatment with antagomir-7062-5p and the bone mineral density and trabecular bone volume fraction (BV/TV) were both improved (Figures 7G–I). These results demonstrated that antagmir-7062-5p can efficiently prevent bone resorption in bone metastasis of CRC.

**FIGURE 7:**
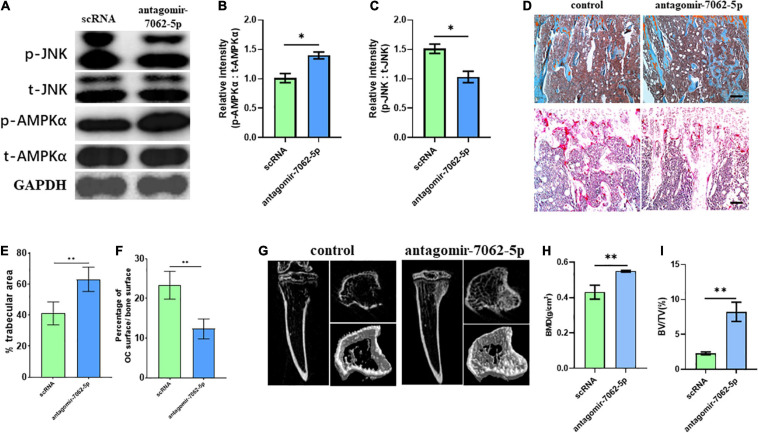
Inhibition of miRNA-7062-5p attenuates bone resorption in bone metastatic model of CT-26 cell line *in vivo*. **(A)** Western blot analysis showed protein level of activated AMPK and JNK compared with its total protein in early OCPs sorted from antagomir-7062-5p–treated bone marrows after injection of CT-26 cells. **(B)** Quantification of relative intensity of phosphorylation of AMPKα compared with total AMPKαin **(A)**. **(C)** Quantification of relative intensity of phosphorylation of JNK compared with total JNK in **(A)**. **(D)** Upper: representative images of safranin O staining *in vivo* after injection with antagomir-7062-5p in bone metastatic model. Down: representative images of TRAP staining *in vivo* after injection with antagomir-7062-5p in bone metastatic model (scale bar = 100 μm). **(E)** Quantification of percentage of trabecular area in upper images in **(D)**. **(F)** Quantification of percentage of TRAP-positive osteoclast surface in total trabecular surface in down images in **(D)**. **(G)** Micro–computed tomography examined the bone destruction after injection with antagomir-7062-5p in bone metastatic model. **(H)** Quantification of bone mineral density in tibias after injection with antagomir-7062-5p in bone metastatic model. **(I)** Quantification of BV/TV in tibias after injection with antagomir-7062-5p in bone metastatic model. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

## Discussion

In osteolytic tumors, bone destruction was positively associated with poor outcome (Powles et al., 1976; Kamalakar et al., 2014; Ma et al., 2018; Jie et al., 2019). It is well known that aberrant activation of osteoclasts contributes to bone resorption after tumor metastasis (Wilson et al., 2008; Das et al., 2011). Targeting osteoclastogenesis can prevent the progression of osteolysis and improve prognosis (Byrne et al., 2019).

Accumulating evidence has revealed that a large number of miRNAs play critical roles in regulating osteoclastogenesis; however, miRNAs involved in bone metastasis were elusive. Ell et al. identified that miR-16 and miR-378 promoted osteolytic bone metastasis in breast cancer and bladder cancer. These two miRNAs may be potential therapeutic targets and biomarkers, indicating that miRNAs could be critical to bone metastasis and tumor progression. As we described, although the incidence of bone metastasis in CRC is relatively less identified, the prognosis is worse. Numerous studies demonstrated that CRC is a kind of cancer that can be markedly regulated by miRNAs (Fang et al., 2012; Ma et al., 2013; Ye et al., 2013; Fu et al., 2014; Li et al., 2015; Xiao et al., 2015; Deng et al., 2016; Feiersinger et al., 2016; Noguchi et al., 2016; Fantini et al., 2017; Boriachek et al., 2018; Kandimalla et al., 2018; Lv et al., 2018). Typically, upregulated miRNAs in cancer promote the cancer, whereas downregulated miRNAs are likely to suppress tumor progression. MiR-155 and miR-503 were two reported miRNAs involved in invasion and metastasis of CRC (Noguchi et al., 2016; Liu et al., 2018). On the other hand, miR-320d, miR-203, miR-144, and miR-99b-5p prevented the proliferation, migration, or invasion in CRC cells (Xiao et al., 2015; Deng et al., 2016; Tang et al., 2019). Although correlation between miR-7062-5p and CRC was not identified in previous studies, we found that the expression of this miRNA can be upregulated in OCPs after stimulation by CRC cells and participate in osteoclast formation, indicating that a novel miRNA, miR-7062-5p, may specifically correlate with bone metastasis from CRC. Our findings together with previous studies revealed the diversity of miRNAs involved in different metastatic sites of CRC.

We here proved GPR65 is the target gene of miR-7062-5p. GPR65 is a member of G protein–coupled receptor family. Recently, the expression of GPR65 was found to be closely associated with intestinal diseases (Tcymbarevich et al., 2019a). Moreover, Tcymbarevich et al. revealed that deficiency in GRP65 in macrophages positively promoted the progression of inflammatory bowel diseases (Tcymbarevich et al., 2019b). As OCPs derive from monocyte/macrophage cell lines, these findings implied that GRP65 may play an important role in regulating physiological process in macrophages. In this study, we identified that overexpression of GPR65 can reverse the osteoclastogenesis induced by miR-7062-5p, indicating that GPR65 plays a role in anti–osteoclast differentiation in bone metastasis of CRC. One study ever reported that TDAG8, another name of GPR65, inhibited osteoclastic activity in osteoporosis (Hikiji et al., 2014), which supports our findings.

Several pathways were reported to be downstream of GPR65, including AP-1 and MEK/ERK (Ryder et al., 2012; Xu et al., 2013), notably, considering close association between GPR65 and MEK/ERK and cAMP, which is linked to the AMPK pathway. In this study, we tested the change of activation of AMPKα and indicated that the overexpression of GPR65 activated phosphorylation of AMPKα. Moreover, miR-7062-5p also downregulated activation of AMPKα, which can be rescued by overexpression of GPR65; thus, we demonstrated that AMPK is downstream of GPR65, and both of them can be regulated by miR-7062-5p. Numerous evidence demonstrated that activation of AMPK negatively regulated osteoclastogenesis (Dong et al., 2018; Tong et al., 2018; Mao et al., 2019). The AMPK pathway can inhibit the activation of the JNK pathway (Lin et al., 2016; Chen S. et al., 2018, Chen X. et al., 2018), which is a key way of stimulating osteoclast formation. In our study, overexpression of GPR65 can inhibit phosphorylation of JNK through activation of AMPKα. Moreover, although overexpression of GPR65 inhibited osteoclast formation, this effect can be rescued by stimulating activation of JNK, indicating that the negative effect of GPR65 on osteoclastogenesis was regulated by activation of JNK.

MiRNAs have been reported to be a promising therapeutic target in tumors. Our results showed that inhibition of miRNA-7062-5p attenuated bone resorption after bone metastasis of CRC, which could be potentially used in the treatment of bone metastasis from CRC.

## Conclusion

In summary, the present study proposes a novel role of miRNA-7062-5p in osteoclast formation in bone metastasis of CRC through targeting GPR65, as well as regulating its downstream, AMPK pathway (Figure 8).

**FIGURE 8:**
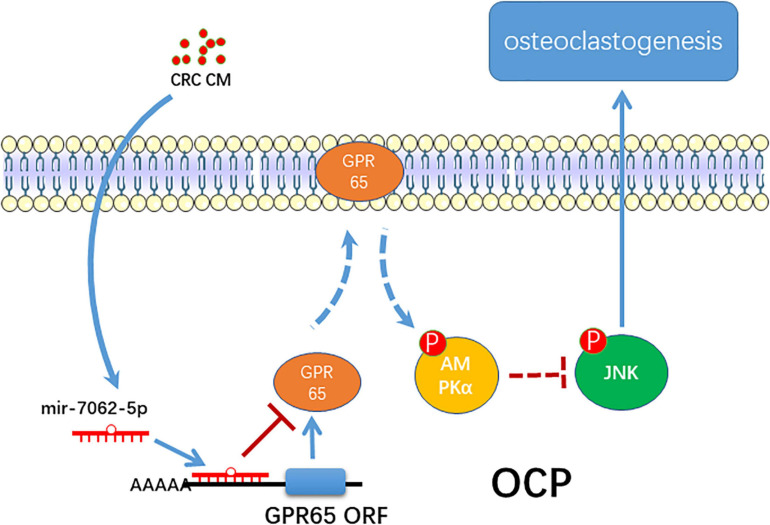
The schematic of miR-7062-5p regulating osteoclastogenesis through targeting GPR65/AMPK pathway.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE182097. The link is: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182097.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Daping Hospital at Army Medical University.

## Author Contributions

LC carried out the experiments, analyzed and interpreted the data, and wrote the manuscript. YW analyzed part of data and prepared the manuscript. YW and XL carried out animal experiments and collected samples. XL interpreted part of data and collected samples. LZ and ZW conceived the study, designed the experiments, and wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.targetscan.org

## Abbreviations

CRC: colorectal cancer
TRAP: tartrate-resistant acid phosphatase
CM: conditioned medium
OCPs: osteoclast precursors
M-CSF: macrophage colony stimulating factor
RANKL: receptor activator of nuclear factor-κ B ligand
MMP: matrix metalloproteinase.

How the deposited data were processed for this re-analysis (not part of the article)

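RNA was measured on arrays in early OCPs from BALB/c mice, 1 array of cells in CT-26 CM and 1 of cells in normal culture medium (DMEM). The authors deposited one log2 signal per feature and array. According to the methods they extracted total RNA, used miRNA 4.0 and Clariom D arrays, computed signals in R and normalized them by the invariant set method, and the submitters' processing notes name Affymetrix Expression Console. How these 2 descriptions relate, and the genome build and annotation of the array, are not given in the sources used here. That the values are on a log2 scale was taken from their range of 3.16 to 17.43 and from the selection at a difference of about 1. The choice of background correction could not be varied, since only the processed signals were used.

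The table holds 266 features, all with an absolute log2 difference of at least 1.01, so it is a selection by the outcome. It cannot show how many features were alike on the arrays, and no share of differing features was computed. Both columns of values belong to a mapped sample. Features were named from the platform annotation supplied with the table, with older symbols updated through the NCBI RefSeq gene table of GRCm38.p6. In this way 164 features had 1 gene symbol, 2 had several and 100 were unnamed. Features were grouped by the RefSeq gene type or the start of the symbol. No coordinates are given because the build behind the features is not known. The RefSeq table was used only for gene types and for which genes lie within or beside each other.

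The log2 difference was CT-26 CM minus DMEM. Features at or past the methods' size limit of 0.585 were counted in each direction. The t-test of the methods was not run because 1 array against 1 gives no spread, so no p-value, standard deviation or standard error is given. Leaving out a replicate and paired fits were not possible for the same reason. The precision of each value is limited by the number of arrays. The counting, ranking and scaling steps were tested on simulated data with known answers. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

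The following were fixed before the data were examined. Named were the genes and microRNAs that the paper names, the 12 features with the highest and the 12 with the lowest log2 difference among those with 1 gene symbol, and up to 4 members of each of 29 gene lists on osteoclasts, signalling, macrophage states, metabolism, other cell types and the paper's own genes. Given only here, with their log2 differences, are n-R5s88 (2.04), Gm25107 (1.90), Gm23300 (1.79), n-R5s115 (1.74) and n-R5s211 (1.70). The same holds for Gm22973 (1.60), Gm25549 (-2.84) and Gm24339 (-1.86). Of the 583 genes on the lists the table held 3, all on the list of microRNAs named by the paper, so 28 lists gave no result. Comparing a list with random lists had been set for tables of at least 1000 features and was not done. The alternatives were centring each array on its median, quantile normalization, loess (span 0.667), a minimum log2 signal of 6 or of the median of all values, a pseudocount of 16, a size limit of 1, the mean over a gene's features, and features with 1 symbol only. Counting features of identical values once, and leaving out the Mir155 feature, which carries 1 symbol and the identifiers of 2 genes, were added after the data were seen. Results set for Gpr65 and for Mmp2, Mmp9 and Ctsk were not computed because no named feature of the table carries these symbols.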

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

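All 3 explanations weighed here were tested only after the values had been seen.

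The paper discusses microRNAs, and the table also holds other small RNAs that gave more signal in CT-26 CM than in the DMEM control. The 45 features of 5S ribosomal RNA, a part of the large ribosomal subunit, had a median log2 difference of 1.14, and all were higher in CT-26 CM. Their median was 1.97 under centring, 0.18 under quantile normalization and 0.27 under loess. Of the 45, 31 features, Rn5s among them, hold identical values of 15.90 in DMEM and 17.04 in CT-26 CM, so the class gives 13 distinct pairs of values. After quantile normalization 14 of the 45 features were higher by at least 0.585 and after loess 12. The 31 at identical values moved below this limit together, in scalings fitted to a table whose brightest CT-26 CM signal is theirs. These counts therefore do not test the rise. The 7 features of the U3 RNA genes Rnu3b1 to Rnu3b4 had a median difference of 1.41, with 3 distinct pairs of values. This median was 2.25 under centring, which moves every feature of this table up alike and so does not test it. The U3 median was 1.69 under quantile normalization and 1.66 under loess, which lowered the 5S median. Both scalings are fitted to this selected table and do not test the U3 rise either. The largest difference in the table was at the pseudogene Gm13998, 3.10, from 9.25 in DMEM to 12.35 in CT-26 CM.

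The microRNA features were nearly all lower in CT-26 CM, 57 of 60. Of all 266 features 173 were lower, and of the 100 unnamed ones 83, while the 45 5S and 7 U3 features were all higher. Lower signal was thus not limited to microRNAs. Shared signal among the related Mir297, Mir466, Mir467 and Mir669 families would place the lower features in these families. Of the 57, 31 lie outside them, so shared signal cannot account for all 57. It stays open for the 26 within them, which hold 26 distinct pairs of values and whose sequences were not compared. Dim signal near the floor stays open, since 36 of the 57 had a log2 signal of at least 6 on both arrays but 21 were under 6 in CT-26 CM, only 13 reached the median of all values on both, and the table holds no measure of background. One scaling offset between the arrays cannot be told apart from a lower level of these RNAs, because a table that holds only selected features has no unchanged ones to set the scale. Centring on the table's own median left 16 microRNA features lower by at least 0.585. An effect of CT-26 CM on the cells stays open too, and no biological explanation could be tested with 1 array per condition.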

How the results depend on the processing

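Tried were 10 settings chosen before the data were examined and 2 chosen after. None gave a value for Gpr65, Mmp2, Mmp9 or Ctsk, whose symbols no named feature carries. No paired analysis was possible because each condition has 1 array. The 3 scalings use a table selected for its differences, and they moved the median difference by 0.84 (centring), 0.68 (quantile) and 1.20 (loess). Centring gave 138 features past 0.585 with 45 lower, quantile normalization 161 with 99 lower, and loess 113 with 60 higher and 53 lower. For the microRNA features, centring gave 19 past 0.585 (16 lower), quantile 31 (28 lower) and loess 18 (15 lower), with 3 higher each time. The 5S ribosomal RNA features past 0.585 numbered 14 after quantile normalization and 12 after loess, where the 31 features at identical values moved together. Keeping features at or above the median of all values left 149 features, 82 of them lower, and 16 microRNA features, of which 0 were higher and 16 lower. This filter removed all 3 microRNAs named by the paper, Mir7062 among them (0 left). Features with 1 gene symbol numbered 164, 89 of them lower. Counting features of identical values once, chosen after seeing the data, gave 56 features higher and 13 of 5S ribosomal RNA. The Mir7062 difference of 1.92 became 2.76 (centring), 2.64 (quantile), 3.16 (loess) and 1.72 (pseudocount of 16). Its rank of 1 among the single microRNAs is no test of stability, since only 1 other of them was higher in CT-26 CM. The median over the 3 microRNAs named by the paper, -1.03, became -0.19, -0.34, 0.20 and -0.82 in the same order, and 1 of the 3 stayed past 0.585 under each of the 3 scalings. Without the Mir155 feature, which carries identifiers of 2 genes, a choice made after seeing the data, the median was 0.44, since 1 feature decides the median of 3. Mir574 and Mir155 turned to 0.20 under loess. Their deposited differences of -1.04 and -1.03 were smaller in size than the 1.20 by which loess moved the median. Mir222, at -1.01, turned to 0.20 too, so the turn is not particular to these microRNAs. The size limit of 1 removed no feature, since the smallest difference was 1.01. Over the other 25 named features, 132 values were computed under the alternatives, of which 35 stayed within 0.005, 95 moved and 2 reversed, those of Mir574 and Mir155. The correlation of the arrays across features, which are not independent replicates, was 0.946 (Pearson) and 0.945 (Spearman). Without replicates, no difference between the 2 arrays, whatever its size, can be told from the spread between cultures, which no value here measures.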

Differences from the paper's values

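The paper's text does not name which of its arrays gave Figure 2A and its count of miRNAs. Neither is known to come from the array of the deposited table, so neither a match nor a mismatch below shows how the values relate.

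In Figure 2A the point marked as miRNA-7062-5p lies at about 12 in the control and about 14 in CT-26 CM, read by eye. The Mir7062 feature of the deposited table was at 6.23 in DMEM and 8.15 in CT-26 CM. Of the settings fixed before the data were examined, quantile normalization gave 5.84 and 8.48, the pseudocount of 16 gave 6.51 and 8.23, and the minimum log2 signal of 6 left 6.23 and 8.15, so none of these reached the marked point. The others give a difference and no level, remove Mir7062, or leave its level as it is. Figure 2A also shows a red point at about 6.2 and about 8.2, read by eye, close to the Mir7062 feature, which was looked for after the values of Mir7062 were seen. Of the features higher in CT-26 CM, 16 lie within 1.5 log2 units of the marked point on both axes. One of them, unnamed and chosen after its values were seen, was at 11.72 in DMEM and 13.62 in CT-26 CM.

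The paper ranks miRNA-7062-5p first among the increased miRNAs. Mir7062 was first of the 58 features with 1 microRNA symbol and ranked 2 among all 60, behind the feature annotated to several genes with a difference of 2.55. The table holds transcripts and not mature arms. The paper's count of 60 miRNAs equals the 60 microRNA features here, which are not 60 microRNAs, since the 58 with 1 symbol hold 53 distinct symbols. The features were counted at the table's own limit and with no p-value, whereas the methods name an absolute log2 ratio of 0.585 and a p-value limit.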

Other observations

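Among small nucleolar RNAs other than U3, which guide the modification of other RNAs, 21 of 31 features were lower in CT-26 CM and 10 higher, while under loess 23 were above 0. Snora75 had a log2 difference of -1.34 and Snord17 one of -1.14, while Snora62 was higher by 1.02. The predicted small nucleolar RNAs Gm22748 and Gm22303 were higher by 2.67 and 1.84. Both small Cajal body RNAs were lower, Scarna9 by a difference of -1.98 and Scarna10 by one of -1.30. The only protein-coding gene among the named features, Alyref2, an mRNA export factor gene, was at 6.81 in DMEM and 8.29 in CT-26 CM. The long non-coding RNA Junos was at 4.68 and 6.01. Snora75, Snord17, Snora62, Scarna10, Alyref2 and Junos were chosen after their values were seen. The lower RNAs named here were below 0 under centring, quantile normalization and loess too, by smaller differences. This is no test, since centring moved each difference by 0.84 and the smallest was 1.01 in size. All 173 lower features of the table stayed below 0 under centring and quantile normalization. Loess was fitted to the same selected table and cannot show which falls hold. Snora75 was at -0.50, -0.36 and -0.27 in that order, Scarna10 at -0.46, -0.71 and -0.06, and Snord17 at -0.30, -0.99 and -0.93. Of the unnamed features, 83 of 100 were lower in CT-26 CM, and 61 were below 0 under loess.

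Of the microRNAs that the paper names from other work, the table held Mir574 and Mir155. Mir574 was at 9.31 in DMEM and 8.27 in CT-26 CM, a difference of -1.04, and Mir155 at 6.46 and 5.43, a difference of -1.03. The platform annotation gives the Mir155 feature 1 symbol but the gene identifiers of both Mir155 and its host transcript Mir155hg, so its signal cannot be assigned to Mir155 alone. Mir574 was at -0.21 under centring, -0.49 under quantile normalization and 0.20 under loess, and Mir155 at -0.19, -0.34 and 0.20.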
